A study of Homo sapiens with 6 samples.

How the data were processed

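RNA was measured in 6 libraries from cultures of human cardiomyocytes made from induced pluripotent stem cells (Cor4U cells). Per the labels' protocols, cells were irradiated with 5 Gy of X-rays, at a dose rate of 1 Gy per minute, after 4 days in culture. Sham cultures were handled alike without the beam, and all cells were collected 48 h later. Each group had 3 libraries, which the labels call biological replicates. It is unclear from the labels whether these came from separate differentiations or separate flasks. The p-values therefore measure the spread between these 3 libraries per group. Total RNA was depleted of ribosomal RNA and made into strand-preserving sequencing libraries, per the labels' protocols.

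The deposited table gave 1 log2 value per gene and library for 35563 Ensembl gene identifiers, from -2.34 to 21.09. Its name mentions FPKM. However, 2 to the power of the deposited log2 values summed to between 41961877 and 48898419 per library, which lies on the scale of normalized read counts. Low genes were drawn together, and 1530 genes had a standard deviation (SD) below 0.02 over the 6 libraries. The transformation, gene filter and annotation that the authors used were not given in the sources used here. The submitters' processing notes name STAR 2.5, SAMtools 1.5, Salmon 0.8.1, DESeq2 1.16.1, R 3.4.1 and build hg19, with no role or order. Because the values appear shrunken towards a common level for weakly detected genes, the log2 changes of low genes may be understated. No read counts were used, so the depth is unknown and no counting intervals are given.

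Identifiers were matched to a table of current gene names (26945) or to GENCODE 29 (5093), and 3525 had no name, so that 90.1% were named. The reference annotation belongs to a later build than hg19 and was used for names, gene types and transcript sequences only. No coordinates are given for this reason.

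The deposited log2 values were used as they stood, in R 4.3.3 with limma 3.58.1. Genes with a mean value of at least 1 over the 6 libraries were tested (23402 genes). This minimum had been planned with FPKM in mind and was applied to the log2 values unchanged, a decision made after the unit was seen and before any fit. A linear model with the group as its term was fitted with an intensity-dependent and robust prior variance (eBayes). Tests were two-sided, adjusted by the Benjamini-Hochberg method over all genes tested, and called at an adjusted p below 0.05. Changes are given as 5 Gy minus sham with their standard error (SE). Genes on the Y chromosome and XIST were left out of the tables of single genes and of the Fisher tests.

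The groups of genes and markers (40 lists, with 893 of 933 entries matched) were fixed before the data were examined, as were the test, the groups and most alternatives. They cover p53 signalling, the cell cycle, DNA repair, cardiac function, metabolism, stress responses and markers of other cell types. Lists with at least 5 members tested (39 of 40) were compared with all other genes by camera at a preset correlation of 0.01, adjusted by Benjamini-Hochberg over the lists. The alternatives were camera with an estimated correlation and fry. Named genes were the 8 largest increases and 8 largest decreases among called genes with a name and no overlap between groups. To these were added the 3 members with the smallest p in the direction of each called list and 13 genes chosen in advance. This rule gave 55 genes, and a further 20 were named after their values were seen.

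The procedure was tested on simulated data for 5 Gy against sham over 23402 genes, with 200 changed genes in each of 5 draws. It recovered 40.8% of genes changed by a log2 of 1 and 73.6% of those changed by a log2 of 2, with a mean of 8.2 calls among unchanged genes. Of 25 simulated lists shifted by 0.4, camera called 25, and of 75 unshifted lists it called 0. The simulated genes varied independently, whereas the correlation estimated in the real lists reached 0.987, so these counts give no rate of false calls for the real lists. Alternatives changed the minimum level, the scaling, the variance model, the replicate number as a block, the library weights, the libraries and the list test. Combinations of minimum level, block and variance model were also tried before the other results were computed, and their counts are given with the alternatives. Python 3.11.15 with scipy 1.17.1 and pandas 2.3.3 was used for Fisher's exact tests and summaries.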

Results

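The data describe how gene expression in human stem-cell-derived cardiomyocytes differed 48 h after 5 Gy of X-rays from that in sham-treated cultures. Cor4U cells are heart muscle cells differentiated from induced pluripotent stem cells. There were 3 sham libraries and 3 irradiated libraries, and the depth of each is unknown. Across genes, which are not independent replicates, the Pearson correlation of the deposited log2 values lay between 0.970 and 0.988 for all pairs of libraries. The smallest median absolute difference, 0.212, was between sham replicate 3 and 5 Gy replicate 3, which belong to different groups.

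Genes of mitosis were far lower in the irradiated cardiomyocyte cultures. TOP2A, the topoisomerase that untangles replicated chromosomes, fell by 7.09 on the log2 scale, from 13.63 ± 0.40 to 6.54 ± 0.49 (SD, n = 3 in each group). MKI67, the proliferation marker Ki-67, fell from 12.55 ± 0.43 to 6.17 ± 0.54 (SD, n = 3), a log2 change of -6.39 (SE 0.296). CDK1, the kinase that drives entry into mitosis, and CCNA2, its partner cyclin A2, had log2 changes of -6.00 (SE 0.206) and -5.84 (SE 0.179). The adjusted p by limma with Benjamini-Hochberg adjustment was 1.53e-06 for TOP2A, 3.34e-06 for MKI67 and 7.44e-07 for both CDK1 and CCNA2.

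Of the 46 mitosis genes tested, 46 fell and 0 rose, with a median log2 change of -4.79, and 46 fell when adjusted over the list alone. Among them were BIRC5, the chromosomal passenger protein survivin (-6.63), PBK, a mitotic kinase (-6.50), and AURKB, the kinase of the same passenger complex (-5.91). The mean level of these genes was 10.83 ± 0.33 in sham and 6.15 ± 0.09 in irradiated cultures (SD, n = 3). The list was called by camera with Benjamini-Hochberg adjustment (adjusted p = 8.01e-164). Its adjusted p = 0.0743 with an estimated correlation was the highest over its alternatives, which began at 5.26e-178. FAM83D, which recruits a kinase to the mitotic spindle, had the largest decrease among named genes, -8.16 (SE 1.05). Its irradiated libraries differed, with values of 0.73, 4.62 and 0.68 in replicates 1, 2 and 3, and its call was lost without sham replicate 3, 5 Gy replicate 1 or 5 Gy replicate 3. Its change was -8.14, -7.52 and -7.49 in those fits, and -9.46 without 5 Gy replicate 2.

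Genes of DNA replication and its histones were lower as well. Of 36 DNA replication genes tested, 35 fell, and 36 fell when adjusted over the list alone, with a median log2 change of -2.22. RRM2, the small subunit of ribonucleotide reductase, fell by 6.18 (SE 0.221). TK1, thymidine kinase of S phase, fell by 4.46 (SE 0.211), and CDC6, which loads the replicative helicase, fell by 4.28 (SE 0.191). Of 13 replication-dependent histone genes tested, out of 37 listed, 10 fell, or 12 when adjusted over the list alone, with a median of -2.42. In a wider set of 32 tested histone genes, formed by symbol after the calls were seen, 21 fell and the median was -1.15. H3C12 (-4.21), H2AC13 (-3.88) and H2AC11 (-3.17) were among them, and near-identical histone genes may share reads. Both lists were called by camera with Benjamini-Hochberg adjustment (adjusted p = 3.45e-94 for replication and 8.79e-30 for histones). With an estimated correlation both had an adjusted p = 0.0982, the highest of their alternatives, which began at 1.61e-98 and 1.43e-32.

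The 2 lists of DNA repair genes differed in how many fell. The first list joined homologous recombination, which mends breaks from a copied template, with the Fanconi anaemia pathway. Of its 28 genes, 19 fell (22 when adjusted over the list alone), with a median log2 change of -1.61. BRIP1, a helicase of this list, fell by 3.42 (SE 0.252) and the ubiquitin-conjugating enzyme UBE2T by 2.19 (SE 0.152). None of the 13 genes of non-homologous end joining, which rejoins broken ends directly, passed limma's threshold with Benjamini-Hochberg adjustment (0 of 13 also when adjusted over the list alone), and their median was 0.01, or -0.09 when libraries were rescaled to the same sum, and from -0.15 (without sham replicate 3) to 0.13 (without sham replicate 1) with 1 library left out. The difference between 19 of 28 and 0 of 13 gave p = 2.98e-05 in a two-sided Fisher's exact test, in which genes that move together are counted as independent. The recombination list was called by camera with Benjamini-Hochberg adjustment (adjusted p = 4.57e-43), and its adjusted p = 0.0982 with an estimated correlation was the highest of its alternatives, which began at 4.82e-44.

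**Figure D1:**
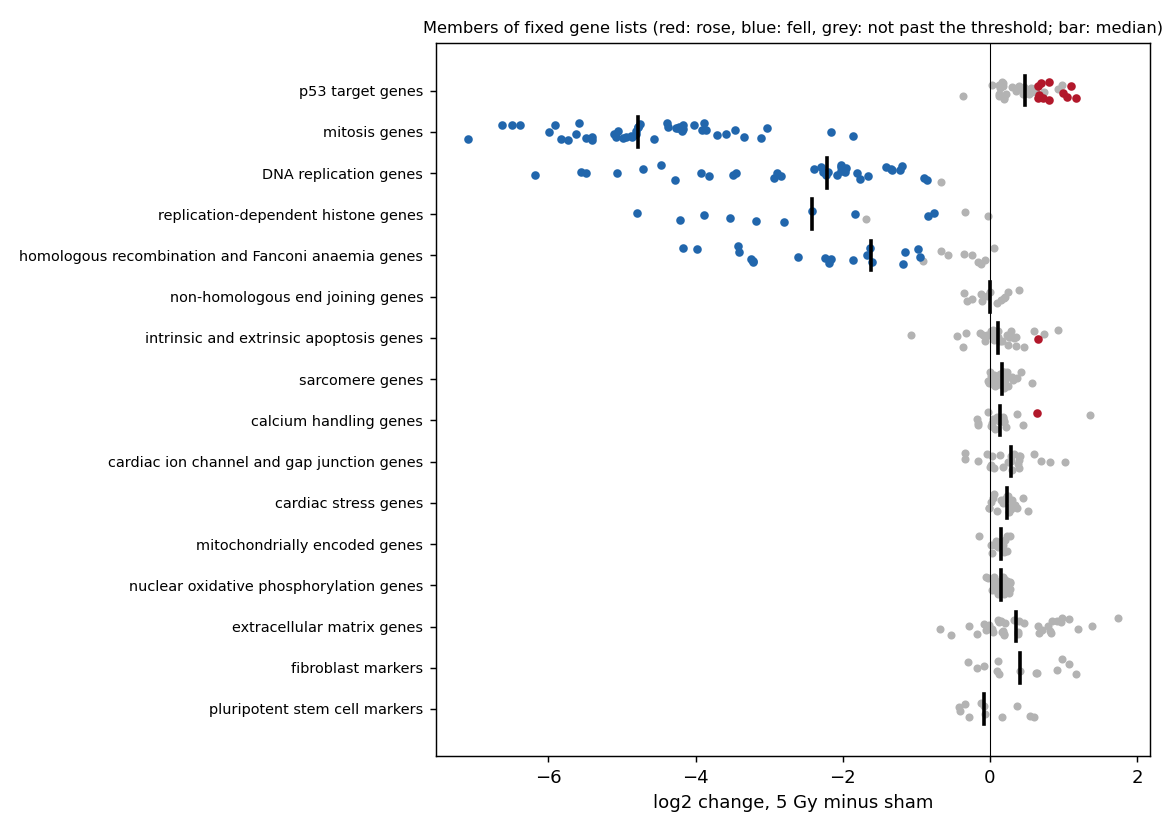
Each point is 1 tested gene of a fixed list, placed by its log2 change (5 Gy minus sham, horizontal axis), with red for genes that rose, blue for genes that fell, grey for genes past neither threshold and a black bar at the list's median. The mitosis list lies around its median of -4.79, while the end joining list lies around 0.01 with 0 genes called.

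Target genes of the p53 pathway, which DNA damage activates, were higher after irradiation. CDKN1A, which encodes the cell cycle inhibitor p21, rose from 14.29 ± 0.28 to 15.45 ± 0.15 (SD, n = 3), a 2.24-fold increase (SE of the log2 change 0.187, adjusted p = 0.00838 by limma with Benjamini-Hochberg adjustment). SPATA18, a p53-inducible gene of mitochondrial quality control, rose by 1.09 (SE 0.131, adjusted p = 0.00102 by limma with Benjamini-Hochberg adjustment). FDXR, a mitochondrial reductase, rose by 1.05 (SE 0.148), and MDM2, a ubiquitin ligase of the same pathway, rose by 0.67 (SE 0.129).

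Of the 46 p53 targets tested, 11 rose and 0 fell, 26 rose when adjusted over the list alone, and 45 had a higher mean at 5 Gy. The median log2 change was 0.47. BAX, which permeabilizes mitochondria in apoptosis, rose by 0.65 (SE 0.135). The other members that rose, named after their values were seen, were the decoy death receptor TNFRSF10C (1.00), PHLDA3 (0.81), the nuclease AEN (0.80), the stress-induced sestrins SESN2 (0.73) and SESN1 (0.66), and the receptor EDA2R (0.69). GDF15, a secreted stress cytokine, was higher by 0.97 without passing the threshold (adjusted p = 0.0544 by limma with Benjamini-Hochberg adjustment), as were the death receptor FAS (0.74) and the BCL2-family gene BBC3 (0.93). They passed it in 6, 3 and 3 of 17 alternatives, among them GDF15 without sham replicate 2 (1.22) and without 5 Gy replicate 3 (1.04), and BBC3 without 5 Gy replicate 1 (1.161). Camera with Benjamini-Hochberg adjustment called the p53 list (adjusted p = 5.41e-26), and its adjusted p = 0.191 with an estimated correlation was the highest of its alternatives, which began at 1.79e-29. Of the other 23333 genes tested, 9 rose (two-sided Fisher's exact test, p = 7.76e-26, with genes counted as independent). Leaving out 1 library, BAX lost its call in each fit (0.58 without sham replicate 1), and AEN, EDA2R and SESN1 kept it only without 5 Gy replicate 3 (0.71, 0.58 and 0.61 without 5 Gy replicate 2). SESN2 and PHLDA3 kept it only without sham replicate 2 or 5 Gy replicate 3 (0.69 and 0.77 without sham replicate 1), and TNFRSF10C lost it without sham replicate 1, sham replicate 2 or 5 Gy replicate 2 (1.01, 0.97 and 0.99).

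The genes that rose outside the p53 list had varied known roles, and whether p53 targets are among them was not tested. ZNF423, a zinc finger transcription factor, rose by 1.52 (SE 0.277). PTCHD4, a patched-family membrane protein, rose by 1.07 (SE 0.194), the heparan sulfate sulfatase SULF2 by 1.02 (SE 0.187) and EPS8L2, an actin-linked adaptor, by 1.00 (SE 0.177). AP000350.4, a locus that overlaps SLC2A11 and MIF in the annotation and may share their reads, had values of -0.35, -0.29 and -0.45 in sham and 2.88, 3.21 and 1.93 at 5 Gy. ELFN1 (0.98), the T-type calcium channel gene CACNA1H (0.63) and AC025423.2 (0.72), a processed pseudogene that overlaps MDM2 in the annotation and may share its reads, also rose and were named after their values were seen. Leaving out 1 library, ZNF423 and AC025423.2 kept their call only without 5 Gy replicate 3 (1.64 and 0.79 without sham replicate 1), and PTCHD4 only without 5 Gy replicate 1 or 3 (0.91 without 5 Gy replicate 2). Without sham replicate 1, SULF2 (0.83), EPS8L2 (0.87), ELFN1 (0.91) and AP000350.4 (3.04) lost their calls. The calls of SULF2, ELFN1 and AP000350.4 were also lost without 5 Gy replicate 2 (1.09, 1.01 and 2.77), and that of SULF2 without 5 Gy replicate 1 (0.92).

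In all, 476 of 23402 genes changed, of which 20 rose and 456 fell, with 8 rising and 383 falling by more than 1 on the log2 scale (limma, Benjamini-Hochberg). The groups did not overlap for any of the 476, a separation that chance gives for 10% of genes with 3 libraries against 3. At an unadjusted p below 0.05 there were 1623 genes. The number that rose changed when 1 library was left out, a step that also leaves fewer libraries to measure the spread. It was 3, 13 and 12 without sham replicates 1, 2 and 3, and 11, 8 and 40 without 5 Gy replicates 1, 2 and 3. Of the 20 genes, FDXR and SPATA18 kept their call in each of these 6 fits, but FDXR lost it without both libraries numbered 3 (1.01) and with no trend and no robust prior. CDKN1A lost it in the latter fit and without sham replicate 1, MDM2 kept it in 1 fit, and BAX and CACNA1H kept it in 0. The change of CDKN1A was 1.08 without sham replicate 1, and that of MDM2 lay between 0.64 and 0.69 in the same fits. Of the 456 that fell, 319 kept their call in each fit.

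**Figure D2:**
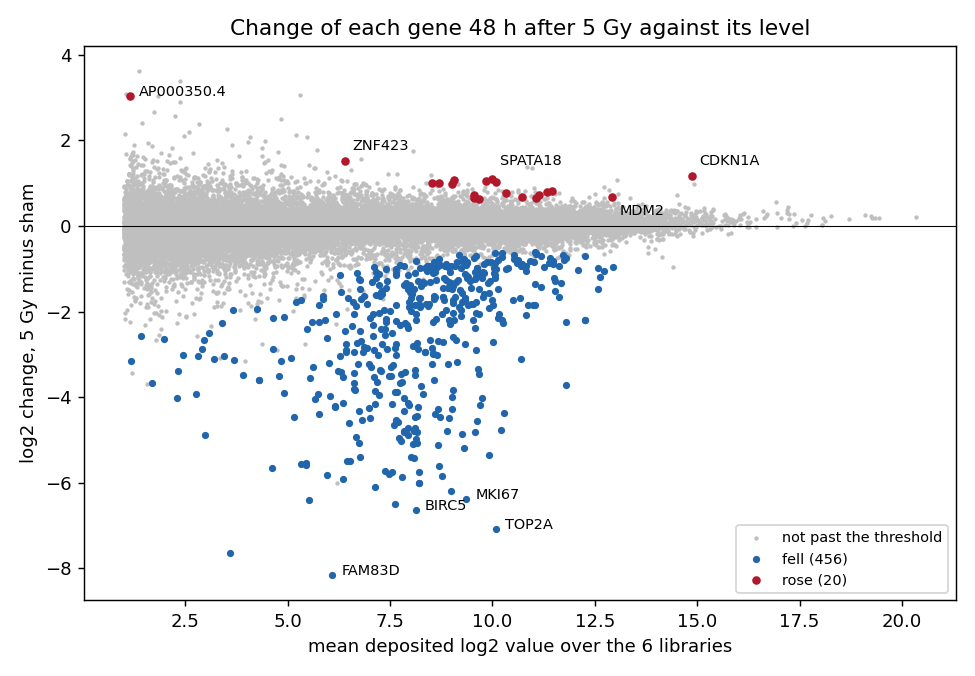
The log2 change of each tested gene (5 Gy minus sham, vertical axis) is plotted against its mean deposited log2 value over the 6 libraries (horizontal axis), with red points for the 20 genes that rose and blue points for the 456 that fell. TOP2A and MKI67 lie at -7.09 and -6.39, and MDM2 lies at 0.67.

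Checkpoint genes and kinase inhibitors did not share a direction. CHEK1 and CHEK2, kinases of the DNA damage checkpoints, fell by 1.45 (SE 0.175) and by 0.93 (SE 0.186), the 2 members that fell of 15 regulators of the p53 pathway, where 0 rose (2 fell also when adjusted over the list alone). The call of CHEK2 was lost without any of sham replicates 1, 2 and 3 and without 5 Gy replicates 2 or 3, with changes from -1.03 to -0.80 over its alternatives. Of 7 cyclin-dependent kinase inhibitors, CDKN1A rose and CDKN2C, which encodes p18, fell by 4.33 (SE 0.302), and 1 rose and 2 fell when adjusted over the list alone. Their median was -0.07, or 0.04 with quantile normalization, and -0.21 with a list call without 5 Gy replicate 1. A call was also gained without the members shared with other lists. PHGDH, the first enzyme of serine synthesis, fell by 1.21 (SE 0.169) and SESN2 rose among 24 genes of the unfolded protein response (1 and 1 also when adjusted over the list alone), whose median was 0.09, or -0.01 when rescaled to the same sum, and 0.18 with a list call without sham replicate 2 or 5 Gy replicate 3. CHEK1, CHEK2, CDKN2C and PHGDH were named after their values were seen. None of these 3 lists was called by camera with Benjamini-Hochberg adjustment (adjusted p = 0.289, 0.16 and 0.196).

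Genes of the contractile apparatus and of calcium handling showed no change past the threshold, with 1 exception. Among 30 sarcomere genes 0 were called, and their median log2 change was 0.17. MYH6 and MYH7, the alpha and beta cardiac myosin heavy chains, which are near-identical copies and may share reads, were at 18.96 ± 0.40 and 19.13 ± 0.27 in sham and at 19.21 ± 0.31 and 19.36 ± 0.40 in irradiated cultures (SD, n = 3). The 95% interval of the change was -0.39 to 0.89 for MYH6, -0.40 to 0.86 for MYH7 and -0.30 to 0.63 for TNNT2, cardiac troponin T. For the calcium release channel RYR2 and the calcium pump ATP2A2 the intervals were -0.26 to 0.63 and -0.39 to 0.68. Among 22 calcium handling genes CACNA1H alone was called (1 rose when adjusted over the list alone). The natriuretic peptide genes NPPA and NPPB, which mark cardiac stress, were higher by 0.46 (SE 0.28) and 0.52 (SE 0.494) without passing the threshold. Without 5 Gy replicate 1 these differences were 0.18 and 0.09, and without sham replicate 1 that of NPPB was 0.13. Without sham replicate 2 the differences of NPPA and NPPB were 0.64 and 0.95. Of 20 cardiac stress genes 0 were called, with a median of 0.24. The sarcomere, calcium handling and cardiac stress lists were not called by camera with Benjamini-Hochberg adjustment (adjusted p = 0.052, 0.0674 and 0.0708). They were called in 7, 5 and 5 of 20 alternatives, among them library weights and the replicate block for all 3. Calls were gained without sham replicate 2 for all 3 (medians 0.22, 0.18 and 0.40), without 5 Gy replicate 1 for sarcomere genes (0.22), without sham replicate 1 for calcium handling genes (0.18) and without 5 Gy replicate 3 for calcium handling (0.21) and cardiac stress genes (0.39). Without sham replicate 3 the 3 medians were 0.03, 0.06 and 0.08, with no call. With quantile normalization the differences of MYH6, MYH7 and ATP2A2 were -0.05, -0.05 and -0.07, and the sarcomere median was -0.02.

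**Figure D3:**
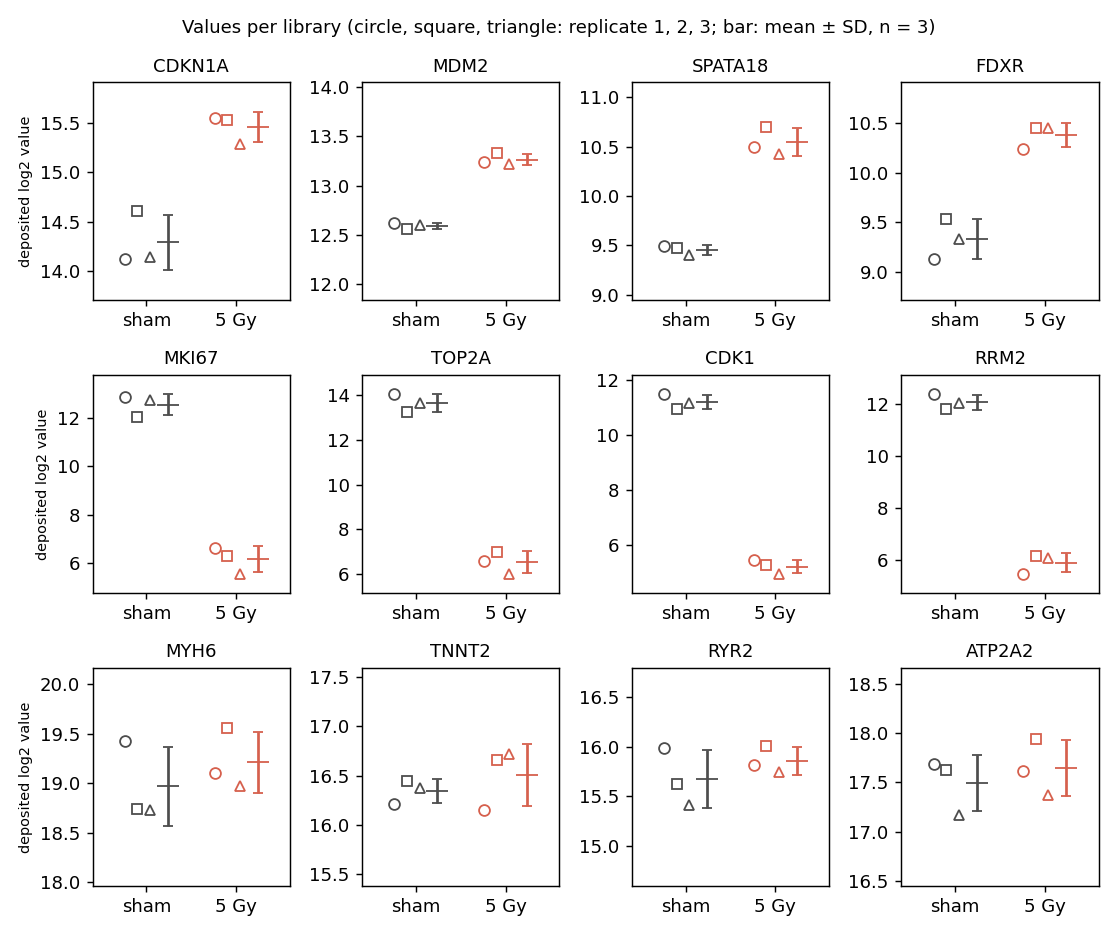
Deposited log2 values (vertical axes, which differ between panels) are shown for each library, with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean ± SD (n = 3). CDKN1A, MDM2, SPATA18 and FDXR are higher and MKI67, TOP2A, CDK1 and RRM2 lower in each irradiated library than in each sham library, while the groups overlap for MYH6, TNNT2, RYR2 and ATP2A2.

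Ion channel, metabolic, secretory and matrix genes gave list calls with no called member. Median log2 changes were 0.28 for 24 cardiac ion channel and gap junction genes, 0.15 for 44 nuclear genes of oxidative phosphorylation, 0.17 for 25 genes of fatty acid oxidation and 0.26 for 22 of glycolysis. They were 0.42 for 30 senescence-associated secretory genes and 0.36 for 36 extracellular matrix genes. Camera with Benjamini-Hochberg adjustment gave adjusted p = 0.00358, 0.00358, 0.0464, 0.0339, 0.0202 and 0.00358, in this order, and each of the 6 lists had an adjusted p = 0.885 with an estimated correlation. Of their members, 0 passed limma's threshold over all genes, and 1 (GDF15, in the secretory list) did so when adjusted over the list alone. Examples are the channel genes TRPM4 (0.39), KCNA5 (0.59) and KCNQ1 (0.41), the respiratory chain genes NDUFV1 (0.27), NDUFS7 (0.27) and ATP5ME (0.21), and the fatty acid oxidation genes ACADS (0.41), UCP3 (0.82) and PPARA (0.18). Further examples are the glucose transporter gene SLC2A4 (0.48), HK1 (0.26), PFKP (0.33), MMP9 (1.83), LIF (0.72), COL6A1 (0.47), COL4A2 (0.33) and THBS2 (0.96). Several rest on 1 library. Without 5 Gy replicate 1, THBS2 was at 0.22, COL4A2 at 0.15, PFKP at 0.13, LIF at 0.43, KCNA5 at 0.34 and UCP3 at 0.51. KCNA5 passed the threshold without 5 Gy replicate 3 (0.81) and SLC2A4 with the replicate block. Without sham replicate 3, NDUFV1 was at 0.16, NDUFS7 at 0.12, ATP5ME at 0.11, ACADS at 0.26, HK1 at 0.13, PFKP at 0.14 and UCP3 at 0.51. The oxidative phosphorylation list lost its call without sham replicate 3 or 5 Gy replicate 2 (medians -0.01 and 0.06; 0.30 and 0.26 with a call without sham replicate 2 and without 5 Gy replicate 3), and the fatty acid list without sham replicate 3, 5 Gy replicate 1 or 5 Gy replicate 2 (0.01, 0.15 and 0.02). The secretory list lost it without sham replicate 3 or 5 Gy replicate 1 (0.28 and -0.04) and the matrix list without 5 Gy replicate 1 (0.15). Of 20 alternatives, the calls were kept in 16 for ion channels, 15 for oxidative phosphorylation, 10 for fatty acid oxidation, 11 for glycolysis, 11 for secretory and 16 for matrix genes. With quantile normalization the ion channel call alone was kept. With fry all 6 calls were lost (adjusted p = 0.762 for ion channels and 0.868 for each of the others). The fatty acid, glycolysis and secretory calls were also lost with no filter and over protein-coding genes alone, the fatty acid and glycolysis calls at a minimum mean of 5, the fatty acid call when rescaled to the same sum, and the secretory call with library weights and without the members shared with other lists. The glycolysis call was lost without sham replicate 3, 5 Gy replicate 1 or 5 Gy replicate 2 (medians 0.05, 0.04 and 0.20; 0.56 with a call without 5 Gy replicate 3), and the ion channel call without sham replicate 3 or 5 Gy replicate 2 (0.15 and 0.20).

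Genes of apoptosis were mostly not called. Of 33 members, BAX rose, or 4 members when adjusted over the list alone, and the median was 0.10. The list was called by camera after Benjamini-Hochberg adjustment (adjusted p = 0.0464), but not with an estimated correlation (adjusted p = 0.85, the highest of its alternatives, which began at 0.0169), and it lost this call without the members it shares with other lists (adjusted p = 0.443). The call was also lost without sham replicate 1 or 3 (medians 0.08 and 0.10) and without 5 Gy replicate 1 or 2 (0.05 and 0.13). It was kept in 6 of 20 alternatives, and further losses came with no filter, a minimum mean of 5, quantile normalization, rescaling to the same sum, the replicate block and fry, without both libraries numbered 3 and over protein-coding genes alone.

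Markers of cell types other than cardiomyocytes were not called in any of 8 lists in the fit to all 6 libraries, with 0 members past limma's threshold after Benjamini-Hochberg adjustment. The median log2 change was 0.40 for fibroblast, 0.05 for smooth muscle and pericyte (-0.05 rescaled to the same sum), -0.04 for endothelial (0.10 with quantile normalization), 0.13 for epicardial, -0.08 for pluripotent stem cell, -0.01 for endoderm (0.06 with quantile normalization), 0.13 for neural and -0.46 for blood and immune markers. The fibroblast median was -0.17 without 5 Gy replicate 1, and the list was called without 5 Gy replicate 2 (0.72), without 5 Gy replicate 3 (0.66) and when rescaled to the same sum (0.30). The blood and immune median was 0.07 without 5 Gy replicate 2. Over all its alternatives the endothelial median ran from -0.20 to 0.23. With 1 library left out and no list call, the medians ran from -0.14 (without 5 Gy replicate 1) to 0.45 (without 5 Gy replicate 2) for epicardial, from -0.33 (without sham replicate 2) to 0.14 (without sham replicate 3) for pluripotent stem cell and from -0.39 (without 5 Gy replicate 1) to 0.23 (without 5 Gy replicate 2) for endoderm markers. They ran from 0.01 (without sham replicate 1) to 0.20 (without sham replicate 2) for neural, from -0.07 (without sham replicate 1) to 0.19 (without sham replicate 2) for smooth muscle and from -0.20 (without 5 Gy replicate 1) to 0.09 (without 5 Gy replicate 2) for endothelial markers. In 5 Gy replicate 1 the fibroblast markers lay by a median of 1.00 above the mean of their group, the secretory genes 0.85 and the extracellular matrix genes 0.53 above it. Endoderm (0.72), blood and immune (0.57), epicardial (0.51), endothelial (0.20) and smooth muscle markers (0.17) also lay above it in this library. Pluripotent stem cell (-0.10) and neural markers (-0.05) lay below it. CLDN5, a tight junction gene of endothelium named after its values were seen, had a log2 change of -2.17 (SE 0.521, adjusted p = 0.0915 by limma with Benjamini-Hochberg adjustment), and it fell when adjusted over its list alone. The 13 mitochondrially encoded genes took 12.4% of the summed values in sham replicate 3 and 15.3% in 5 Gy replicate 3, against 4.89% to 7.21% in the other libraries, and 0 of them were called. Their median was 0.15, or -0.05 with quantile normalization, with no list call. Single libraries turned it, with list calls at -0.50 without 5 Gy replicate 3, at 0.57 without 5 Gy replicate 1 and at 0.45 without sham replicate 3. Without both libraries numbered 3, an alternative chosen after seeing the data, 347 genes changed, 11 higher and 336 lower.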

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

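Settings called combined below, the fit without both libraries numbered 3 and the fit on named protein-coding genes were chosen after seeing the data. Among 75 named genes, 1120 of 1270 alternative values kept their side of the threshold, 136 lost the call, 14 gained it and 0 reversed. Among 39 lists, 673 of 778 kept it, 57 lost it, 43 gained it and 5 reversed. The planned pseudocounts of 0.1 and 0.01 were not run, because the deposited values were already on a log2 scale. The depth is unknown, so what it limits could not be weighed.

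The number of genes higher at 5 Gy, 20, was 12 with no filter, 33 with quantile normalization, 3 with no trend and no robust prior, 51 with library weights and 11 without both libraries numbered 3, and from 3 to 40 with 1 library left out. The numbers of genes changed and lower stayed within 1.5 times of 476 and 456 under each of these settings. The number of lists called, 12, was 7 with quantile normalization, 0 with an estimated correlation and 5 with fry, and from 8 to 20 with 1 library left out. With 1 library left out, the median of oxidative phosphorylation genes ran from -0.011 (without sham replicate 3) to 0.295 (without sham replicate 2). That of fatty acid oxidation genes ran from 0.013 (without sham replicate 3, where camera turned downward) to 0.258 (without 5 Gy replicate 3). That of senescence-associated secretory genes ran from -0.041 (without 5 Gy replicate 1) to 0.565 (without 5 Gy replicate 2). That of mitochondrially encoded genes ran from -0.498 (without 5 Gy replicate 3) to 0.571 (without 5 Gy replicate 1), and that of immediate early genes from -0.486 (without sham replicate 3) to 0.335 (without 5 Gy replicate 3), with list calls at all 4 ends. The cause was not tested.

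With the replicate number as a block, 499 genes changed, 39 higher and 460 lower, and 16 lists were called. The numbers share no stated origin. Deviations from the group means correlated across genes by 0.037, 0.176 and 0.537 for numbers 1, 2 and 3, and not every library correlated best with its own number, so the numbers were not taken to pair the samples.

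In combined settings, a minimum mean of 8, which tests fewer genes, gave 303 genes changed (279 lower). With no trend and no robust prior, 11 were higher with no filter and 5 at a minimum of 0.1, and a minimum of 8 gave 280 (261 lower). With the block, no filter gave 20 changed (0 higher, 20 lower), minimum means of 0.1, 5 and 8 gave 35, 39 and 34 higher, and a minimum of 8 gave 300 changed (266 lower). With the block, no trend and no robust prior, limma gave 0 changed (0 higher, 0 lower) with no filter, where 3628 genes had an unadjusted p below 0.05. It gave 170 (1 higher, 169 lower) at a minimum of 0.1, 212 (4 higher, 208 lower) at 1 and 279 (254 lower) at 8. The cause was not tested.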

Other observations

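Families of genes defined by their symbols were chosen after seeing which genes were called, and the tests of the lower cell cycle genes and of the splits were chosen after seeing the results. Of 22 centromere protein genes (CENP), 15 fell and 0 rose, with log2 changes down to -4.81. Of 38 kinesin motor genes (KIF), 12 fell, while the median of the family was -0.04. All 3 members of the MYB family of transcription factors fell, MYBL2 by 5.80 (SE 0.238), MYB by 3.13 (SE 0.409) and MYBL1 by 1.77 (SE 0.218). Both B-type lamin genes, which encode fibres of the nuclear envelope, fell, LMNB1 by 2.05 (SE 0.19) and LMNB2 by 0.93 (SE 0.134). The adjusted p by limma with Benjamini-Hochberg adjustment was 1.17e-06 for MYBL2, 0.0019 for MYB, 0.00125 for MYBL1, 0.000157 for LMNB1 and 0.00409 for LMNB2, whose call was lost with no trend and no robust prior. Of the 456 genes that fell, 110 belonged to the mitosis, replication, histone or recombination lists and 346 to none of them.

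Of the other lists, stress responses other than p53 targets showed 0 called members in each of these lists. Median log2 changes were 0.05 for 32 interferon-stimulated genes, 0.14 for 26 antioxidant genes, 0.04 for 13 cytosolic heat shock genes, 0.03 for 21 immediate early genes, -0.01 for 22 genes of the TGF-beta pathway, 0.01 for 25 of cholesterol synthesis and -0.05 for 65 ribosomal protein genes. Rescaled to the same sum, the medians of interferon-stimulated, heat shock, immediate early and cholesterol synthesis genes were -0.05, -0.06, -0.07 and -0.09, and with quantile normalization that of heat shock genes was -0.11. For cytosolic heat shock genes and cholesterol synthesis genes camera ran downward although the median lay above 0. Median changes were 0.09 for 24 cardiac transcription factors (-0.01 rescaled to the same sum), 0.10 for ventricular (-0.01 with quantile normalization), 0.24 for atrial and 0.05 for pacemaker markers (-0.05 rescaled to the same sum). With 1 library left out, the ventricular median ran from -0.04 (without sham replicate 3) to 0.25 (without sham replicate 2). The pacemaker median ran from -0.06 (without 5 Gy replicate 1) to 0.12 (without 5 Gy replicate 3). That of heat shock genes ran from -0.08 (without sham replicate 3) to 0.10 (without sham replicate 2). That of TGF-beta pathway genes ran from -0.066 (without 5 Gy replicate 1) to 0.045 (without sham replicate 1). That of cholesterol synthesis genes ran from -0.04 (without sham replicate 3) to 0.11 (without 5 Gy replicate 3). Camera called none of these lists in the fit to all 6 libraries, with Benjamini-Hochberg adjusted p from 0.0768 for atrial markers to 0.916, but several were called with 1 library left out. Immediate early genes were called at -0.49 without sham replicate 3, at 0.31 without sham replicate 1 and at 0.34 without 5 Gy replicate 3. Ribosomal protein genes were called in 6 of 20 alternatives, among them the fits without sham replicate 1 (-0.08), sham replicate 3 (-0.13) and 5 Gy replicate 1 (-0.14). Their median turned upward, with no call, without sham replicate 2 (0.05) and without 5 Gy replicate 3 (0.01). Antioxidant genes were called without sham replicate 2 (0.16) or 5 Gy replicate 3 (0.11), atrial markers without sham replicate 1 (0.35) or 5 Gy replicate 3 (0.41) and interferon-stimulated genes without sham replicate 1 (0.19). Outside these fits, antioxidant and cardiac transcription factor genes were called with library weights. Atrial markers were also called with the replicate block and without both libraries numbered 3.

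The low cell cycle genes at 5 Gy have several candidate explanations. A loss of cells of another type would lower that type's markers, but the lowest median of 8 marker lists, that of blood and immune genes, was -0.46, with an SD of 0.82 over its members, far above the mitosis median of -4.79. Scaling would bring the mitosis median towards 0, but under 3 other scalings it was -4.78 or lower, and without both libraries numbered 3 it was -4.77. These values argue against scaling and the libraries numbered 3 as the whole cause. Fibroblast, smooth muscle, epicardial and neural markers averaged 6.83 to 10.83 in sham, with medians from 0.05 to 0.40. As far as these markers came from those types, this argues against a loss of them as the whole cause. Pluripotent stem cell markers averaged 5.475 in sham and 5.473 at 5 Gy, with changes from -0.42 to 0.60 over the members. MYB, at 5.26 in sham, fell by 3.13, so a large fall from such a level could be seen. This argues against a loss of pluripotent stem cells as the whole cause. Markers cannot show whether cells of any of these types stopped dividing, because such cells could keep their markers. Endothelial markers averaged 5.474 in sham, with changes from -2.17 (CLDN5) to 0.84, so this type stays open. Blood and immune and endoderm markers averaged 3.513 and 4.682 in sham. From there a fall of 4.79 would reach the low levels where changes may be understated, so these types stay open. An effect of irradiation on cycling cells remains as a hypothesis. The type of such cells, and whether they stopped dividing or were lost, was not tested.

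The libraries numbered 3 deviated alike from their group means (r = 0.537 across genes, which are not independent replicates). In both, mitochondrially encoded genes lay higher (by 0.74 and 1.17) and immediate early genes lower (by -0.71 and -0.66) than in their groups. Over the 21426 genes with transcript GC content and length the correlation was 0.545. After both were taken out it was 0.513, which argues against both as the whole cause. Of 8 marker lists of other cell types, the shift nearest to being shared by both libraries was 0.217, in pluripotent stem cell markers, with SDs of 0.295 and 0.35 over the members, too wide to exclude another share of such cells. Without mitochondrial genes the correlation was 0.536, but rescaling the rest adds 1 constant per library and cannot move it. The mitochondrial RNA share therefore stays open, as does a shared day, culture or handling. Beyond the 8 marker lists of other cell types, no biological explanation was tested.

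Other splits of the 6 libraries bear on the 2 kinds of call differently. The real split called 476 genes and the highest of the other splits 2, but 10 splits are too few for a share under 0.05. For lists at the preset correlation, 8 of the 10 splits, the real one included, called at least its 12 and the highest other called 21, so chance cannot be excluded for the number of lists called. The other splits are no pure measure of chance, because each sets unequal numbers of irradiated libraries against each other and so keeps part of the treatment difference.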
